A study of Homo sapiens with 15 samples.

How the data were processed

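RNA was sequenced from HEK-293 Trex cells, an established human embryonic kidney line with a doxycycline-inducible promoter, that expressed CLIP-tagged UPF1 isoform 1 (UPF1-1), UPF1 isoform 2 (UPF1-2) or GFP. UPF1 is an RNA helicase needed for nonsense-mediated decay (NMD), and the isoforms differ in a regulatory loop. Total RNA was sequenced from all 3 lines, and RNA that co-purified with the tagged protein (IP) from the UPF1 lines. There were 15 libraries in 5 groups of 3. Each construct was in its own line, and all cells received doxycycline. Differences between the lines themselves therefore cannot be told apart from effects of the proteins. No purification from GFP cells was among the samples, so recovery was measured against total RNA and not against a background purification.

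The deposited table held 12261 genes, each with 1 Ensembl transcript, and per the file headers its values per library were TPM. Cutadapt, kallisto and sleuth and the build hg19 were named in the submitters' processing notes, without versions. The ratio of IP to total TPM deposited for each isoform and replicate number equalled the recomputed ratio in 100% of entries in all 6 columns, within 1e-06. The deposited log2 fold columns equalled the log2 ratio of mean TPM in 100% of entries in 3 columns. Per the file headers, the authors' table also held sleuth p-values and q-values, effects b on the natural log scale and the mean natural log of estimated counts. The table held no transcript coordinates. Every gene had a mean of at least 0.25 TPM in each total RNA group, so genes below that level were not analysed here. An Ensembl gene ID matched a current symbol for 11933 genes, and 11560 had a biotype; symbols are given as the table gives them.

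The design written before the data were examined assumed counts and named limma-trend for TPM, and that fallback was used. TPM plus a pseudocount of 0.5 was log2 transformed, genes with at least 1 TPM in at least 3 fitted libraries were kept, and limma 3.58.1 in R 4.3.3 was fitted with a trend. P-values were 2-sided and Benjamini-Hochberg adjusted, with a threshold of 0.05. The total RNA fit used 9 libraries and 9325 genes, and the IP fit 12 libraries and 11969 genes. The planned fit had a term for the group alone and is called the unblocked fit. An alternative set before the data were examined added the replicate number as a block in total RNA, or the culture (isoform and number) for comparisons of IP with total RNA, and is called the blocked fit. Another set the library medians equal. The planned fit is the reference for the values under other settings.

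After group means were removed, libraries with the same number correlated across genes at r of 0.66 to 0.94 over 9 pairs in total RNA and 0.57 to 0.91 over 18 pairs in the IP fit, so the number was used as a pair. Replicates 1 and 2 of different groups correlated nearly as well, at 0.61 to 0.77 and 0.58 to 0.74, while replicate 3 against either was at most -0.69 and -0.68. The values therefore set replicate 3 apart and do not show that numbers 1 and 2 mark separate pairs. The pairing of IP with total RNA also comes from the deposited ratios, which were formed within the number. Since replicate 3 stood apart, the block and the equal medians were combined, and the text leads with this blocked and centred fit. The combination was chosen after the data were seen. The counts of the unblocked and the blocked fit are given beside it, and most genes of the comparisons between the isoforms pass only with a block. Nothing in the labels says whether the replicates were separate cultures, so the p-values measure the spread between these samples only.

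The fits were tested on 10 simulated data sets per comparison, each with 200 genes changed by 1.5-fold, 2-fold or 4-fold. The simulated data held the real effect of the replicate number, which favours a block by construction. For UPF1-1 against GFP total RNA, over 9325 genes, the unblocked fit recovered a median of 8.21% of the 2-fold changes (range 0 to 14.9%) and the blocked and centred fit 89.6% (83.6 to 97.0%), with at most 8.33% of its calls in unchanged genes. For the isoform difference in recovery, over 11969 genes, the medians were 0% (0 to 0%) and 73.9% (65.7 to 82.1%), with at most 5.97% of calls in unchanged genes. For the IPs, over 11969 genes, they were 6.72% (2.99 to 14.9%) and 92.5% (88.1 to 98.5%), with at most 7.37% in unchanged genes. Smaller changes were recovered less often. Of the 1.5-fold changes the blocked and centred fit recovered medians of 78.4% (70.1 to 89.6%), 26.1% (17.9 to 38.8%) and 70.9% (59.7 to 80.6%) in these comparisons, and the unblocked fit 0%. Most real calls of the blocked and centred fit were below 2-fold: 19 of 1507, 38 of 1280 and 44 of 3446 reached it.

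Named genes followed a rule written beforehand. It took UPF1, then per comparison up to 8 genes with the largest rise and 8 with the largest fall past the threshold with a mean of at least 5 TPM and no overlap between groups, and, of each list with a shifted test or a called member, up to 4 members with the smallest p. For the blocked and centred fit, the same sign in all 3 numbers replaced the lack of overlap. HNRNPA1P48 was left out for its pseudogene-style symbol, and 1 or more other genes picked by the rule are not named. Which of the list members appear in the text was decided after their values were seen. The 22 gene lists were fixed beforehand and tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over lists with at least 3 tested members, and again with an estimated correlation. No mitochondrially encoded mRNA, fibroblast, liver or keratinocyte marker was among the tested genes.

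Alternatives were upper-quartile scaling, no trend, other filters and pseudocounts, a fold threshold, fits of the compared groups alone, and each replicate left out. Tests of 3' UTR length were not run, since no annotation of UTRs was at hand. A separate transcript test would equal the gene test, with 1 transcript per gene. Whether the values sum over all transcripts of a gene is not known. Statements on a gene may therefore hold for its listed transcript only. Counts of reads were not in the table, so the depth is unknown. The authors' mean log estimated counts had a median equal to 765 counts per gene, with 10th and 90th percentiles of 89 and 4285.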

Results

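The data were TPM values for 15 libraries of HEK-293 Trex cells. There were 3 each of UPF1-1 total RNA, UPF1-2 total RNA, GFP total RNA, UPF1-1 IP and UPF1-2 IP. The listed genes held 14.9% ± 1.98 (SD, n = 3) of the TPM scale in GFP total RNA, 15.8% ± 1.77 in UPF1-1 total RNA, 14.6% ± 3.80 in UPF1-2 total RNA, 54.2% ± 13.7 in UPF1-1 IP and 54.6% ± 13.2 in UPF1-2 IP. The median gene was also higher in the IPs before centring, by 2.40 on the log2 scale with UPF1-1 and 2.38 with UPF1-2. IP values below are relative to the library medians.

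UPF1 (ENSG00000005007), the induced gene, was checked first. It reached 129 ± 49.8 TPM (SD, n = 3) in UPF1-1 total RNA and 104 ± 57.9 TPM in UPF1-2 total RNA, against 5.20 ± 2.93 TPM in GFP total RNA. In the IPs it reached 3201 ± 1304 and 3179 ± 1803 TPM. By limma's blocked and centred fit it rose by 4.46 ± 0.07 (SE) with UPF1-1, with an adjusted p of 5.7e-09, and by 4.15 ± 0.07 with UPF1-2, with an adjusted p of 1.1e-08.

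The first comparison put total RNA of the UPF1-1 line against that of the GFP line. Some genes of the integrated stress response rose, 10 of 20, without a shift of the list by the estimated-correlation test (adjusted p = 0.25). They included TRIB3, DDIT3, ATF3 and CEBPB, which encode regulators of transcription and signalling under stress, and PPP1R15A, which restores translation. HERPUD1, XBP1, MANF and PDIA4, which act in protein folding and clearance in the endoplasmic reticulum, rose with them. Some NMD targets rose as well, 15 of 26, including the snoRNA host RNAs SNHG15, ZFAS1 and GAS5. With an estimated correlation that list passed in the blocked and centred fit (adjusted p = 0.041) but not in the unblocked (0.71) or the blocked fit (0.80). DCP2 and XRN1, which remove the cap and degrade mRNA, fell together with DICER1 and UPF3B. Of these, XRN1, DICER1 and UPF3B did not pass in the blocked fit.

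Leaving out replicate 1, 2 or 3 gave 589, 206 and 1141 genes in the blocked and centred fit of this comparison, against 1507 with all. There 781 genes were higher and 726 lower in UPF1-1 than in GFP total RNA, of 9325 tested. The unblocked fit called 1 gene higher and 1 lower, and the blocked fit 266 higher and 35 lower, of which 291 were also called with centring. TRIB3 (ENSG00000101255) rose by 1.55 ± 0.06 (SE) with an adjusted p of 7.0e-06 by limma, from 5.41 ± 0.86 to 17.9 ± 2.37 TPM (SD, n = 3). Its adjusted p in the unblocked fit was 0.24. Other rises were 1.48 for C11orf96, 1.28 for PPP1R15A, 1.27 for the histone gene HIST1H3F, 1.25 for the signal peptide peptidase HM13, 1.21 for HERPUD1, 1.19 for XBP1, 1.16 for CEBPB and 1.15 for DDIT3. Smaller rises were 0.95 for ATF3, 0.92 for the NMD factor SMG9, 0.89 for MANF, 0.83 for UBE2C, 0.70 for PDIA4, 0.60 for CDKN1A, 0.58 for SNHG15, 0.52 for ZFAS1, 0.52 for EGR1, 0.49 for GAS5 and 0.38 for JUNB. The histone gene HIST1H2BI fell by 2.13 ± 0.10 and was the gene called lower by the unblocked fit. Further genes fell by 1.18 (HIST1H2AL), 0.85 (ID2), 0.81 (HIST1H2BG), 0.74 (FABP5), 0.73 (DCP2), 0.73 (ULK2), 0.72 (CWF19L1) and 0.70 (CENPF). UPF3B fell by 0.51, DICER1 by 0.51, XRN1 by 0.48 and HSP90AA1 by 0.46. These and JUNB did not pass in the blocked fit. Their limma adjusted p there was 0.12 for UPF3B, 0.19 for DICER1, 0.14 for XRN1, 0.11 for HSP90AA1 and 0.070 for JUNB. Histone genes have near-identical copies, so their separate values are uncertain.

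Of 26 NMD targets 15 rose, and 17 adjusted over the list alone; the list's median was 0.32, with a camera adjusted p of 5.3e-10 and adjusted p = 0.041 with an estimated correlation, which was 0.71 unblocked and 0.80 with the block alone. Of 20 integrated stress response genes 10 rose (11 adjusted over the list alone), with a median of 0.28 and adjusted p = 0.25 with an estimated correlation. Of 17 ER chaperone genes 10 rose (11 adjusted over the list alone), with a median of 0.41 and adjusted p = 0.25 with an estimated correlation. Replication-dependent histones split, with 21 of 43 higher and 4 lower (27 and 4 adjusted over the list alone), a median of 0.24 and adjusted p = 0.56 with an estimated correlation. Immediate early genes had 6 of 15 higher and 1 lower (7 and 1 adjusted over the list alone) and adjusted p = 0.48 with an estimated correlation. Heat shock genes had 4 of 12 lower (4 adjusted over the list alone), and Argonaute, TNRC6 and CCR4-NOT factors 5 of 21 lower (8 lower and 1 higher adjusted over the list alone); each had adjusted p = 0.56 with an estimated correlation. Ribosomal protein mRNAs had 5 of 75 lower and 2 higher (3 and 2 adjusted over the list alone) and oxidative phosphorylation mRNAs 7 of 40 lower and 1 higher (11 and 2 adjusted over the list alone), with medians of -0.13 and -0.12 and adjusted p = 0.60 with an estimated correlation for each. The snoRNA host genes and the NMD and exon junction complex factors were not called; their medians, -0.04 and -0.08, differed in sign from their means, 0.10 and 0.17.

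**Figure D1:**
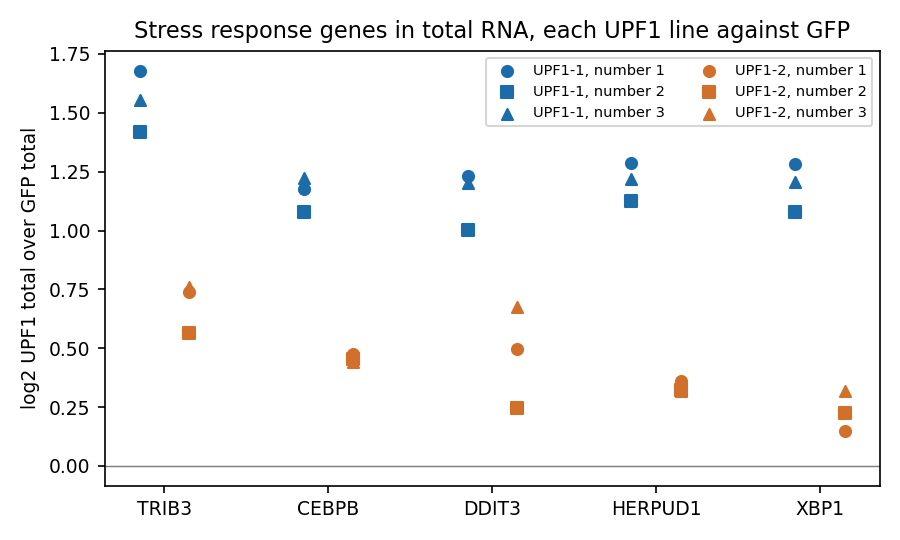
Log2 ratio of UPF1 to GFP total RNA after library medians were set equal, for 5 stress genes; each point is 1 replicate number, with color for the isoform. All UPF1-1 points lie above the UPF1-2 points of the same gene.

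The next comparison put UPF1-2 total RNA against GFP. Fewer genes passed than with UPF1-1. TRIB3 and CEBPB rose here too, as did the keratin gene KRT19, the spliceosome gene SNRPB2 and the snoRNA host SNHG7. The histone gene HIST1H3F rose while HIST1H2AL and HIST1H2BI fell, and CD99, which encodes a membrane glycoprotein, fell with the chaperone gene HSPB1.

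In the blocked and centred fit 26 genes were higher and 9 lower, 35 in all. Leaving out replicate 1, 2 or 3 gave 7, 3 and 11. UPF1 alone passed in the unblocked fit, and 3 genes higher and 3 lower passed in the blocked fit. TRIB3 rose by 0.69 ± 0.06 (SE) with a limma adjusted p of 0.0032, which was 0.11 in the blocked fit. KRT19, SNRPB2, CEBPB, SNHG7, DSTN, UBE2C, HSPB1, ZCCHC12 and ID2 did not pass in the blocked fit either. Rises were 0.67 for HIST1H3F, 0.49 for KRT19, 0.47 for SNRPB2, 0.46 for CEBPB, 0.45 for SNHG7, 0.41 for DSTN and 0.39 for UBE2C. HIST1H2AL fell by 1.55, HIST1H2BI by 1.14, CD99 by 0.99, HSPB1 by 0.62, ZCCHC12 by 0.48 and ID2 by 0.43. DDIT3 (0.47), HERPUD1 (0.33) and XBP1 (0.23) did not pass, with adjusted p of 0.056, 0.056 and 0.22. Of 26 NMD targets 1 rose (9 higher and 1 lower adjusted over the list alone), with a median of 0.16 and adjusted p = 0.081 with an estimated correlation. SnoRNA host genes had a median of 0.19 and adjusted p = 0.081 with an estimated correlation. The integrated stress response and ER chaperone lists had medians of 0.08 and 0.13, with adjusted p = 0.63 and adjusted p = 0.44 with an estimated correlation. Histones, ribosomal protein and oxidative phosphorylation mRNAs were called lower as lists, with medians of -0.09, -0.12 and -0.12, and with adjusted p = 0.68, adjusted p = 0.63 and adjusted p = 0.63 with an estimated correlation.

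The comparisons of both isoforms with GFP share the GFP libraries. Their log2 changes correlated across genes at r = 0.52, where 100 simulated sets with no effect gave a median of 0.50 (highest 0.57). The covariance was 0.0159 against a simulated median of 0.00524 (highest 0.00660). The lists shared 26 genes higher and 8 lower, where independent lists would share 2.18 and 0.70, and simulated sets shared a median of 0. Independent lists leave out the shared GFP libraries and the simulated sets hold no effect, so neither is a reference for this overlap. The 3 GFP libraries were not split between the isoforms, so agreement without shared GFP libraries was not tested.

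The isoforms' total RNA was then compared directly. XBP1, PPP1R15A, HERPUD1, TRIB3 and ATF3 were higher with UPF1-1 than with UPF1-2. The NMD factor SMG9, the transcription factor NFIX and the receptor TNFRSF12A were higher too. The decapping enzyme DCP2, the splicing regulator PTBP3, UPF3B and DICER1 were lower.

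In the blocked and centred fit 512 genes were higher and 375 lower with UPF1-1, 887 in all. Leaving out replicate 1, 2 or 3 gave 451, 17 and 282. The unblocked fit of limma called 0 genes, with 89 at an unadjusted p under 0.05, and the blocked fit called 74 higher and 15 lower. Differences were 1.08 ± 0.08 (SE) for C11orf96, 1.07 for NFIX, 1.00 for CRMP1, 0.98 for SMG9, 0.96 for TNFRSF12A, 0.96 for XBP1, 0.92 for PPP1R15A, 0.88 for HERPUD1, 0.86 for TRIB3, 0.80 for ATF3, 0.71 for MANF, 0.70 for CEBPB and 0.51 for DUSP1. UPF1 itself was 0.31 higher, with a limma adjusted p of 0.036, which was 0.18 in the blocked fit and 1.00 unblocked. DCP2, FABP5, PTBP3, DICER1, DUSP1, UPF3B and GTF2H2C did not pass in the blocked fit either. Among histone genes HIST1H4H (0.63) and HIST1H3F (0.60) were higher, and HIST1H2BI (-0.99), HIST1H2BG (-0.75) and HIST1H2AE (-0.59) lower. DCP2 (-0.74), FABP5 (-0.67), CWF19L1 (-0.63), GTF2H2C (-0.60), SNORD3B-1 (-0.58), PTBP3 (-0.55), UPF3B (-0.55) and DICER1 (-0.48) were lower. PTBP3 and GTF2H2C were lowest in replicate 3, at -0.91 against -0.37 and -0.37 and at -0.98 against -0.44 and -0.39. Of 20 integrated stress response genes 10 were higher (11 adjusted over the list alone), with adjusted p = 0.25 with an estimated correlation. Of 26 NMD targets 10 were higher (14 higher and 1 lower adjusted over the list alone), with adjusted p = 0.11 with an estimated correlation. Of 17 ER chaperone genes 6 were higher (9 adjusted over the list alone), with adjusted p = 0.46 with an estimated correlation. Argonaute and CCR4-NOT factors had 7 of 21 lower (7 lower and 1 higher adjusted over the list alone) and immediate early genes 2 of 15 higher (6 higher and 1 lower adjusted over the list alone), each with adjusted p = 0.60 with an estimated correlation. Histones had 28 of 43 higher and 3 lower (35 and 3 adjusted over the list alone), with adjusted p = 0.60 with an estimated correlation.

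The comparisons of IP with total RNA asked which RNAs were recovered with each isoform. Relative to the median gene, the mRNAs of KIF14 and CENPJ, which act in mitosis and at centrioles, were recovered well with both isoforms, as was ACBD7. Ribosomal protein, oxidative phosphorylation and histone mRNAs were recovered poorly gene by gene. As lists they did not pass in the blocked and centred fit with an estimated correlation (adjusted p = 0.39 with UPF1-1 and 0.37 with UPF1-2 for each). Recovery was also poor for the nuclear RNAs RN7SK, MALAT1 and NEAT1 and the mRNAs of the ER chaperones SDF2L1 and HSPA5. The transcripts of the NMD factors SMG6 and SMG9 were recovered above the median gene, while that of MAGOH was below it.

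With UPF1-1, 3691 genes were higher and 5251 lower in IP than in total RNA by the blocked and centred fit. Before centring, the unblocked fit called 10953 higher and 101 lower, and the blocked fit 11464 higher and 150 lower. Centring alone gave 2368 higher and 3832 lower. With UPF1-2 the blocked and centred fit gave 3772 higher and 5293 lower. The unblocked fit gave 11030 and 93, the blocked fit 11485 and 128, and centring alone 2526 and 3965. Upper-quartile scaling split the calls otherwise, into 3128 higher and 2729 lower with UPF1-1 and 2817 and 2966 with UPF1-2. The isoforms' ratios, from separate libraries, correlated across genes at r = 0.94. UPF1 was higher by 2.06 ± 0.09 (SE) and 2.39 ± 0.09. ACBD7 was higher by 2.33 with UPF1-1 and 2.21 with UPF1-2, KIF14 by 2.26 and 2.39, CENPJ by 2.10 and 2.32, and the chaperone regulator BAG3 by 1.78 and 2.15. With UPF1-1, GTF2H2C (2.28), TAF13 (2.26), NUP43 (2.21), PUS7L (2.15) and AHR (2.08) were among the largest of the genes named by the rule, and with UPF1-2, BLM (2.29) and VPS35 (2.22). DDB1 with UPF1-2 (2.73) rested on replicate 1, where the ratio was 5.02 against 1.40 and 1.77, and GNB2 (2.46) did not pass, at a limma adjusted p of 0.085, with 4.01, 4.16 and -0.78 in the 3 replicates.

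Of the genes named by the rule, which had a mean of at least 5 TPM, low ratios were those of NFIX (-6.17 and -5.57), ULK2 (-6.08 and -6.46), RN7SK (-5.89 and -5.61), HERC1 (-5.27 and -5.26) and TPRG1 (-5.27 and -5.33). Others were those of WDR74 (-4.99 and -4.88) and NBPF14 (-4.85 and -5.12), of CUBN (-5.14) with UPF1-1 and of SCAND3 (-5.37) with UPF1-2. Where the IP level was near the pseudocount of 0.5 TPM, as for ULK2 (0.24 and 0.22 TPM) and NFIX (0.79 and 0.35 TPM), the size of the ratio is set in part by the pseudocount. Before centring, the unblocked ratio of ULK2 with UPF1-1 was -3.52, and -4.61 and -2.85 with a lower and a higher pseudocount. High ratios also depended on it where total RNA was low, as for KIF14 and CENPJ (1.02 and 1.13 TPM with UPF1-1). Their unblocked ratios with UPF1-1 were 4.82 and 4.66. They were 5.25 and 5.05 with the lower pseudocount and 4.43 and 4.29 with the higher. NUP43, at 9.43 TPM, had 4.77, and 4.83 and 4.70. Of 75 ribosomal protein mRNAs 75 were lower with each isoform (75 adjusted over the list alone), with medians of -2.53 and -2.23; RPS21 had -3.60 and -3.35, RPL37 -3.26 and -3.06 and RPL35 -3.15 and -2.89. Of 40 oxidative phosphorylation mRNAs 39 were lower (39 adjusted over the list alone), with medians of -2.47 and -2.39, and COX7A2 had -3.20 and -2.98, COX7C -2.85 and -2.75 and NDUFB1 -2.80 and -2.54. All 43 histone genes were lower (43 adjusted over the list alone), with medians of -2.33 and -2.05, and HIST1H2AK had -2.84 and -2.59 and HIST1H4C -2.58 and -2.24. Of 8 nuclear noncoding RNAs 7 were lower and 1 higher (7 and 1 adjusted over the list alone), and MALAT1 had -2.49 and -3.15, NEAT1 -2.25 and -2.63 and RNU12 -3.43 and -3.78. Without centring the list medians changed sign, to 0.03 and 0.30 for ribosomal protein, 0.09 and 0.14 for oxidative phosphorylation and 0.23 and 0.48 for histone mRNAs, and to 0.19 with UPF1-1 for the nuclear noncoding RNAs, still below the median gene. Without centring, the ratios of MALAT1, NEAT1, SDF2L1, HSPA5, PDIA4, HSPE1 and MAGOH with UPF1-1 were above 0, and the medians of ER chaperone mRNAs were 1.66 and 1.40.

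Of 18 ER chaperone mRNAs 13 were lower and 1 higher with UPF1-1 and 15 lower with UPF1-2 (the same counts adjusted over the list alone); SDF2L1 had -2.48 and -2.18, HSPA5 -1.69 and -1.68 and PDIA4 -1.49 and -1.62. The mitochondrial chaperonin HSPE1 had -2.21 and -1.83 and MAGOH -1.86 and -1.72. Of 23 NMD and exon junction complex factors 16 and 17 were higher (17 and 17 adjusted over the list alone) and 3 and 2 lower, with medians of 0.50 and 0.81; SMG9 had 1.20 and 1.90 and SMG6 1.52 and 1.85. Of 28 NMD targets 15 and 16 were higher (15 and 16 adjusted over the list alone) and 5 and 4 lower, with medians of 0.29 and 0.32; ATF3 had 0.96 and 1.09, SESN2 0.87 and 1.12 and RASSF1 1.03 and 1.21. The integrated stress response had 11 and 12 of 21 higher (10 and 12 adjusted over the list alone) and 3 and 4 lower, and Argonaute and CCR4-NOT factors 12 and 11 of 24 higher (12 and 11 adjusted over the list alone) and 4 and 5 lower. With an estimated correlation the adjusted p of the lists called here was 0.23 to 0.42, so no list call of the blocked and centred fit held. The blocked fit with an estimated correlation called 1 list lower with each isoform. The snoRNA host genes with UPF1-1 were not called, and their median of 0.29 differed in sign from their mean of -0.44. SR proteins with UPF1-1 were not called either, at a median of 0.04 and a mean of -0.09, and heat shock genes with UPF1-1 had a median of -0.02 with a test direction above 0.

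Recovery was higher for transcripts of greater relative length, with most of the rise among the shorter ones. Of 10 classes by length, classes 1, 6 and 10 had medians of -1.37, 0.07 and 0.07 in UPF1-1 replicate 2. In UPF1-2 replicate 3 they had -1.53, 0.07 and 0.32. The length was taken from the authors' deposited mean natural log of estimated counts less the mean natural log of TPM. Across genes, its Spearman correlation with the ratio of IP to total RNA was 0.47 with UPF1-1 (0.46, 0.41 and 0.51 in the 3 replicates). With UPF1-2 it was 0.49 (0.47, 0.44 and 0.52). Genes are not independent replicates. In total RNA the correlation of length with the change was -0.13 for UPF1-1 against GFP (-0.11, -0.13 and -0.12). It was 0.01 for UPF1-2 against GFP (-0.20, 0.12 and 0.09) and -0.15 for UPF1-1 against UPF1-2 (0.03, -0.23 and -0.16). Whether length bears on the total RNA calls was not tested.

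**Figure D2:**
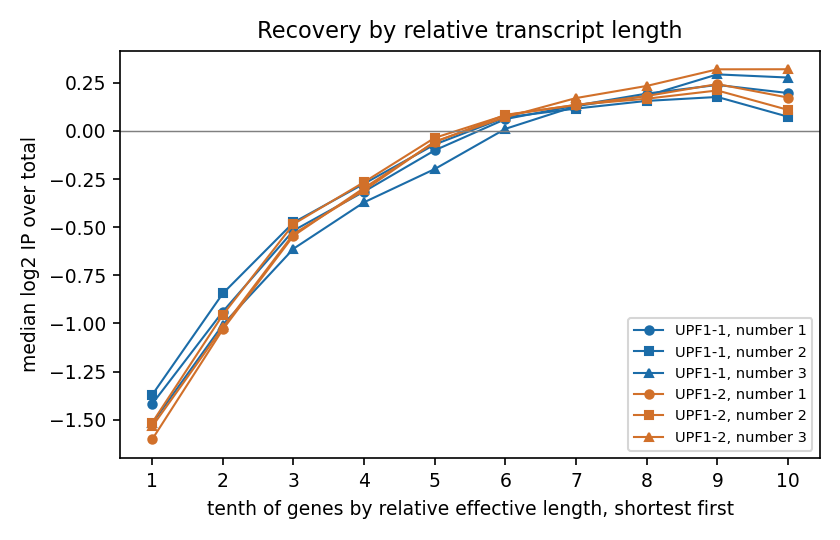
Median log2 ratio of IP to total RNA in 10 classes of genes by relative effective length, shortest first; each line is 1 replicate number, with color for the isoform. The shortest class lies lowest in every replicate, at -1.42 for UPF1-1 replicate 1. Class 6 of that replicate lies at 0.06 and the longest class at 0.20.

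**Figure D3:**
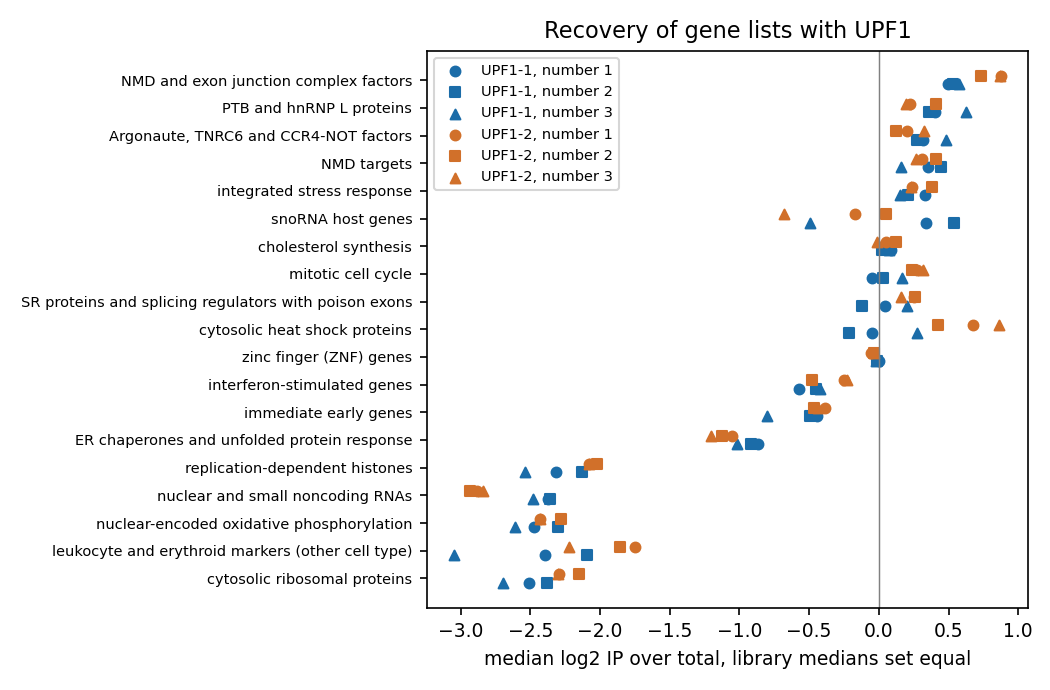
Median log2 ratio of IP to total RNA for each gene list after library medians were set equal; each point is 1 replicate number, with color for the isoform. Ribosomal protein mRNAs have medians of -2.53 with UPF1-1 and -2.23 with UPF1-2, which without centring were 0.03 and 0.30.

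The isoforms' recoveries were compared as a difference of ratios. Recovery was higher with UPF1-1 for the mRNAs of TMX1, CANX, DNAJB9 and DNAJC3, which act in protein folding in the ER, and for the noncoding RNAs LINC00657 and ZFAS1. It was lower for cytosolic chaperones HSP90AB1, HSPA8 and HSPA1A and for the mitotic genes KIF20A, CDC20 and AURKB. The amino acid synthesis genes ASNS and PHGDH and the splicing regulator PTBP1 were lower as well.

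The blocked and centred fit called 530 genes higher and 750 lower with UPF1-1, and 38 of these 1280 differed by at least 2-fold. The unblocked fit of limma called 0, with 340 at an unadjusted p under 0.05, and the blocked fit called 0, with 1878. Without replicate 1 or without replicate 2 the blocked and centred fit also called 0, and without replicate 3 it called 1104. The sizes changed little: for the genes called with all, the median difference without replicate 1, 2 or 3 was 1.01, 1.07 and 0.909 of that with all. Between replicates the differences correlated across genes at r of 0.49 to 0.55. Differences were 1.25 ± 0.16 (SE) for OGFRL1, 1.25 for LINC00657, 1.16 for TMX1, 1.14 for ZNF678, 1.13 for ONECUT2, 1.12 for RAP2C-AS1, 1.10 for C5orf15, 1.09 for LYSMD3, 0.97 for ZFAS1, 0.93 for DNAJB9, 0.72 for PNRC2, 0.58 for DNAJC3 and 0.45 for CANX. Lower genes were ATXN2L (-1.41), JUP (-1.37), MAGED1 (-1.30), HDAC6 (-1.27), WDR75 (-1.23), ANKRD31 (-1.06), WDR18 (-0.99), HSP90AB1 (-0.91), KIF20A (-0.87), ASNS (-0.86) and CDC20 (-0.83). HSPA1A (-0.75), PHGDH (-0.73), SMG9 (-0.70), AURKB (-0.68), HSPA8 (-0.61) and PTBP1 (-0.58) followed, and UPF1 (-0.33) did not pass, at a limma adjusted p of 0.15. UPF1 rested mostly on replicate 3 here, at -0.68 against -0.15 and -0.15. The ratio of SMG9 was lower while its IP level was 0.30 higher, since its total RNA was 0.98 higher. Total RNA also had a large part for MAGED1 (-0.57 in IP and 0.71 in total RNA), JUP (-0.62 and 0.72) and ANKRD31 (-0.47 and 0.57). JUP and ANKRD31 passed in neither of those comparisons. Other genes, such as HSP90AB1 (-0.76 and 0.13), differed mostly in IP. Replicates spread widely for JUP (-0.77, -2.18 and -1.16) and ANKRD31 (-0.36, -1.40 and -1.42). Of 20 mitotic genes 7 were lower (10 adjusted over the list alone), with a median of -0.40 and adjusted p = 0.33 with an estimated correlation. Of 12 heat shock genes 4 were lower (4 adjusted over the list alone), with a median of -0.38 and adjusted p = 0.62 with an estimated correlation. Of 18 ER chaperone genes 4 were higher (4 adjusted over the list alone), with a median of 0.12 and adjusted p = 0.62 with an estimated correlation. NMD factors had 4 of 23 lower and 1 higher (6 and 1 adjusted over the list alone), with adjusted p = 0.40 with an estimated correlation. Histones, ribosomal protein and oxidative phosphorylation mRNAs were called lower, with medians of -0.30, -0.25 and -0.20, and zinc finger genes higher, with a median of 0.04; these had adjusted p of 0.33 to 0.65 with an estimated correlation.

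**Figure D4:**
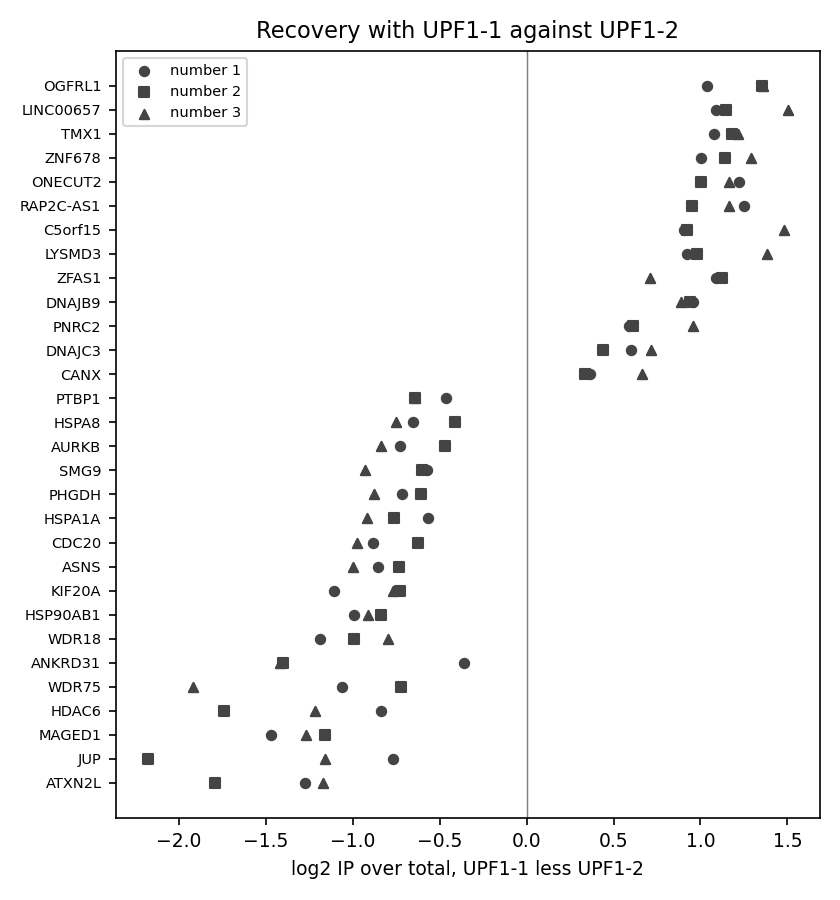
Difference between the isoforms in log2 ratio of IP to total RNA for the named genes, UPF1-1 less UPF1-2, after library medians were set equal; each point is 1 replicate number. OGFRL1 lies highest among them at a mean of 1.25 and ATXN2L lowest at -1.41.

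The IPs were also compared directly, without correction for total RNA. TMEM14C, which encodes a mitochondrial membrane protein, was higher with UPF1-1, as were DNAJB9, HERPUD1 and XBP1 of the ER stress response. The kinase gene MAP3K4 and the ubiquitin ligase gene FBXW7 were higher too. The valyl-tRNA synthetase gene VARS, the lipid synthesis gene FASN, the cytosolic chaperone genes HSP90AB1, HSPA8 and HSPA1A, and MYC were lower.

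The blocked and centred fit called 1567 genes higher and 1879 lower with UPF1-1, the blocked fit 1010 and 463, and the unblocked fit 1 gene, TMEM14C (ENSG00000111843). Leaving out replicate 1, 2 or 3 in the blocked and centred fit gave 374, 1218 and 4089 genes, against 3446 with all. TMEM14C was higher by 1.28 ± 0.11 (SE) with a limma adjusted p of 2.1e-04, and 0.040 in the unblocked fit. MAP3K4 (2.51), FBXW7 (2.00), FAM126A (1.88), NFATC3 (1.73), TCEAL7 (1.49), EPHX2 (1.43), DNAJB9 (1.33), ZFAS1 (1.32), XBP1 (1.04) and HERPUD1 (0.92) were higher. FAM126A rested mostly on replicate 3, at 4.14 against 0.58 and 0.91, and FBXW7 was highest in replicate 1, at 3.29 against 1.70 and 1.00. SCIN (-1.53), HIST1H2BI (-1.41), SMEK1 (-1.34), HIST1H2BG (-1.26), VARS (-1.11), EPPK1 (-1.10), ATXN2L (-1.05) and FASN (-1.03) were lower. SMEK1 rested mostly on replicate 1, at -2.43 against -0.84 and -0.75, and ATXN2L mostly on replicate 2, at -1.94 against -0.63 and -0.59. HSPA1A (-0.89), EIF4A3 (-0.81), HSP90AB1 (-0.76), HSPA8 (-0.76), MYC (-0.73), KIF20A (-0.64), CDC20 (-0.60) and RPL5 (-0.45) followed. The IP differences of HERPUD1 and XBP1 came with total RNA differences of 0.88 and 0.96, and their recovery did not differ (0.02 and 0.06, limma adjusted p of 0.93 and 0.83). ATXN2L and SMEK1 did not pass in the blocked fit. UPF1 differed by 0.01, at a limma adjusted p of 0.97, with 0.19, 0.11 and -0.28 in the 3 replicates. Of 18 ER chaperone genes 13 were higher (14 adjusted over the list alone), with a median of 0.42 and adjusted p = 0.17 with an estimated correlation. Of 12 heat shock genes 8 were lower (10 adjusted over the list alone), with adjusted p = 0.31 with an estimated correlation. Of 20 mitotic genes 10 were lower (11 adjusted over the list alone), with adjusted p = 0.17 with an estimated correlation. Of 75 ribosomal protein mRNAs 26 were lower (28 adjusted over the list alone), with adjusted p = 0.71 with an estimated correlation. NMD targets, the integrated stress response and zinc finger genes were called higher, with medians of 0.16, 0.20 and 0.06, and NMD factors and oxidative phosphorylation mRNAs lower, with medians of -0.24 and -0.16; these had adjusted p of 0.17 to 0.71 with an estimated correlation.

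The remaining lists passed no test at the preset correlation in the blocked and centred fit of any total RNA comparison. SR proteins, PTB and hnRNP L proteins, interferon-stimulated genes, nuclear noncoding RNAs, zinc finger genes, cholesterol synthesis and mitotic genes had medians of -0.07, -0.11, -0.08, -0.14, -0.00, -0.03 and 0.02 with UPF1-1 against GFP. The median of the interferon-stimulated genes differed in sign from their mean of 0.12. Of the leukocyte and erythroid markers 1 was tested in total RNA and 3 in the IP fit, where all 3 were lower in IP with each isoform.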

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

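The tests of replicate 3 and of the amount of UPF1 RNA behind the stress response, and the blocked and centred fit itself, were chosen only after the results were seen. The bound of the test of the amount of UPF1 RNA was also changed after its result was seen, which turned its outcome from an exclusion to an open one.

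Total RNA differed between the isoforms' lines by a test of the difference, where GFP cancels. The isoform and the line cannot be told apart there. In the blocked and centred fit 512 genes were higher and 375 lower with UPF1-1, 887 in all. Leaving out replicate 1, 2 or 3 gave 451, 17 and 282 genes, and the unblocked fit gave 0. The blocked fit called 74 higher and 15 lower. UPF1, DCP2, FABP5, PTBP3, DICER1, DUSP1, UPF3B and GTF2H2C did not pass in it. The log2 differences of the named genes were 0.31 for UPF1, 1.08 for C11orf96, 1.07 for NFIX, 1.00 for CRMP1, 0.98 for SMG9, 0.96 for TNFRSF12A, 0.96 for XBP1, 0.92 for PPP1R15A, 0.88 for HERPUD1, 0.86 for TRIB3, 0.80 for ATF3, 0.70 for CEBPB, 0.71 for MANF, -0.75 for HIST1H2BG, -0.74 for DCP2, -0.67 for FABP5, -0.63 for CWF19L1, -0.59 for HIST1H2AE, -0.99 for HIST1H2BI, 0.63 for HIST1H4H, 0.60 for HIST1H3F, -0.55 for PTBP3, -0.48 for DICER1, 0.51 for DUSP1, -0.55 for UPF3B, -0.60 for GTF2H2C and -0.58 for SNORD3B-1.

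By the interaction test of the blocked and centred fit, recovery in the IP over total RNA differed between the isoforms. It was higher with UPF1-1 for 530 genes and lower for 750. The unblocked fit, the blocked fit, median centring alone and upper-quartile scaling each called 0 genes. The blocked and centred fit called 0 genes without replicate 1 or without replicate 2. The median size there was 1.01 and 1.07 of that with all. The log2 differences of the named genes were 1.25 for OGFRL1, 1.25 for LINC00657, 1.16 for TMX1, 1.14 for ZNF678, 1.13 for ONECUT2, 1.10 for C5orf15, 1.09 for LYSMD3, 0.97 for ZFAS1, 0.93 for DNAJB9, 0.58 for DNAJC3, 0.45 for CANX, 0.72 for PNRC2, -1.41 for ATXN2L, -1.37 for JUP, -1.30 for MAGED1, -1.27 for HDAC6, -1.23 for WDR75, -0.99 for WDR18, -0.91 for HSP90AB1, -0.61 for HSPA8, -0.75 for HSPA1A, -0.87 for KIF20A, -0.83 for CDC20, -0.68 for AURKB, -0.86 for ASNS, -0.73 for PHGDH, -0.70 for SMG9, -0.58 for PTBP1, -1.06 for ANKRD31 and 1.12 for RAP2C-AS1. HSPA1A and the histone genes have near-identical copies, so their values are uncertain.

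The first pattern weighed was the level of 37 stress response and ER chaperone genes in UPF1-1 total RNA, of which 10 of 20 and 10 of 17 rose past the threshold. With an estimated correlation each list had an adjusted p of 0.25. The median of the 37 was 0.30, at percentile 100 of 1000 random lists of the same abundance, whose 5th to 95th percentiles were -0.06 to 0.05, which argues against a shift shared by genes of that abundance. The lower median within replicates 1 and 2 was 0.28, which argues against replicate 3 as the source. The rise with UPF1-2, relative to the UPF1 RNA added, was at most 0.697 of that with UPF1-1, with a mean of 0.450 and an SD of 0.215, with values of 0.303, 0.697 and 0.351 in the 3 replicates. The first bound asked for less than 0.75 in every replicate and was met, and the later one asked for a mean plus 2 SD below 0.75 and was not. With 3 values so far apart and a bound moved after the result, a response to the amount of UPF1 cannot be told apart from one to the isoform. A difference between the lines themselves could not be tested either, since each construct was in its own line.

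The second pattern was the low recovery of ribosomal protein and oxidative phosphorylation mRNAs in both IPs. In the blocked and centred fit with an estimated correlation their adjusted p was 0.39 with UPF1-1 and 0.37 with UPF1-2. Each list lay at percentile 0 among random lists matched on transcript length and at percentile 0 among lists matched on abundance in total RNA. This argues against either alone as the whole source, but the matched lists were low too. Against ribosomal protein medians of -2.53 with UPF1-1 and -2.23 with UPF1-2, abundance-matched lists had -1.90 and -1.75. Length-matched lists had -0.84 and -0.90. Much of the low recovery of ribosomal protein mRNAs was therefore shared by genes of like abundance. With transcript length and abundance together, oxidative phosphorylation mRNAs lay at percentile 0 among lists with a mean log2 level of 5.82 against their 5.61. Those lists had medians of -1.63 with UPF1-1 and -1.58 with UPF1-2, against -2.47 and -2.39. Ribosomal protein mRNAs also lay at percentile 0, but few genes are as short and abundant, and the matched genes' level was 6.68 against 8.27, so the effect of both together cannot be told apart there. No purification from GFP cells was available, so RNA that binds the resin was not measured.

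The last pattern was the isoform difference in recovery, which was called only in fits with both a block and centring. Of the 1280 genes 88.0% also differed between the IPs with the same sign, and 12.3% differed in total RNA with the opposite sign. The recovery and the IP comparison use the same IP libraries, so part of the 88.0% is built in. The agreement without an effect was not computed, so these shares do not decide whether the level in total RNA is the source. The correlation across genes with the mean recovery was at most 0.141 in size in any replicate, which argues against a more efficient purification, and replicates 1 and 2 correlated at 0.546 across genes, which argues against replicate 3 alone. Replicates 1 and 3 correlated at 0.492 and 2 and 3 at 0.494. An effect of the isoform may remain as a hypothesis, as may a difference between the lines. No gene was called without replicate 1 or 2 (0 genes each). The sizes stayed alike, but for genes chosen by the fit with all, which favours sizes that hold. The stable sizes therefore do not offset the lost calls. The replicates' independence is not known.

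Other splits of the samples were too few for a share under 0.05, with 10 per comparison. In the unblocked fit the real split gave 2, 1, 0, 11054, 11123, 0 and 1 genes for UPF1-1 against GFP, UPF1-2 against GFP, the isoforms' total RNA, each IP against its total RNA, the isoform difference in recovery and the IPs, and the highest other split gave 0, except 1 for the difference in recovery. As many genes were reached by 1 split, the real one, in each, except 10 of 10 for the isoforms' total RNA and the difference in recovery. In the blocked and centred fit the real split gave 1507, 35, 887, 8942, 9065, 1280 and 3446 genes, reached by 1 split each, and the highest other gave 0, except 1 for the difference in recovery. Of the 4 splits that part all 3 pairs, those other than the real one gave 0 genes in either fit.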

How the results depend on the processing

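The blocked and centred fit, its versions with 1 replicate number left out or with another block (the number alone, or replicate 3 against the others), and the list tests with median centring or with a block and an estimated correlation were chosen only after the data were seen. Values are set against the unblocked fit of limma, which called 2 genes for UPF1-1 against GFP, 1 for UPF1-2 against GFP, 0 for the isoforms' total RNA (89 at an unadjusted p under 0.05), 11054 and 11123 for the IPs over total RNA with UPF1-1 and UPF1-2, 0 for the difference in recovery (340 at an unadjusted p under 0.05) and 1 between the IPs. Over 4316 values of 215 named results under other settings, 3528 kept direction and side of the threshold, 615 came to pass it, 61 no longer passed and 112 reversed. Values that kept their side include those that passed under neither setting. For the difference in recovery, where the unblocked fit called 0, this holds for all 688 kept values. The total is therefore no measure of how well the calls held. The cause of the changes was not tested except where said.

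Counts moved with scaling. Median centring gave 16 for UPF1-1 against GFP, 3 for UPF1-2 against GFP, 6200 and 6491 for the IPs over total RNA and 65 between the IPs. Upper-quartile scaling gave 14, 3, 2 for the isoforms' total RNA, 5857, 5783 and 16. In the IPs over total RNA it called 3128 higher and 2729 lower with UPF1-1 and 2817 and 2966 with UPF1-2, against 2368 and 3832 and 2526 and 3965 with median centring. The replicate block gave 301, 6, 89 for the isoforms' total RNA and 1473 between the IPs. The block with median centring gave 1507, 35, 887, 1280 for the difference in recovery and 3446 between the IPs; the number alone as block gave 1718 for the difference in recovery. A replicate block that parted only replicate 3 from the others, with median centring, gave 1694, 41, 1041, 2038 for the difference in recovery and 3729 between the IPs, so these counts did not need numbers 1 and 2 to be separate pairs. With only the compared groups in the fit, fewer samples gave 0 for UPF1-1 against GFP, 0 for UPF1-2 against GFP and 0 between the IPs. Limma without trend gave 0 for UPF1-2 against GFP and 0 between the IPs, no low-value filter gave 0 for UPF1-2 against GFP, and between the IPs the strict low-value filter gave 11 and the high pseudocount 6.

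The blocked and centred counts moved when 1 replicate number was left out. Without replicate 1 they were 589 for UPF1-1 against GFP, 7 for UPF1-2 against GFP, 451 for the isoforms' total RNA, 7352 for the UPF1-1 IP over total RNA, 0 for the difference in recovery and 374 between the IPs. Without replicate 2 they were 206, 3, 17, 0 for the difference in recovery and 1218 between the IPs. Without replicate 3 they were 1141, 11, 282, 1104 for the difference in recovery and 4089 between the IPs. The sizes moved less than the counts. For the genes called with all, the median size without 1 number was 0.867 to 1.07 of that with all over the 7 comparisons. Those genes were chosen by the fit with all, which favours sizes that hold. The sizes therefore do not show whether a lost call is a weaker effect.

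In the unblocked fit, leaving out 1 library gave 0 to 2 genes for UPF1-1 against GFP, with 0 without replicate 1 or 2 of GFP or UPF1-1 and 1 without GFP replicate 3. It gave 0 to 1 for UPF1-2 against GFP, with 0 without any library but GFP replicate 3. Between the IPs it gave 0 without any of the 6 libraries. The list tests called 8, 7, 5, 6, 7, 8 and 7 lists in the 7 comparisons. With an estimated correlation the lists called were 0 in all 7, and with a replicate block and an estimated correlation 0 except 1 for each IP over total RNA. With the block, median centring and an estimated correlation they were 0 except 1, the NMD targets, for UPF1-1 against GFP. Median centring gave 11 for the UPF1-2 IP over total RNA.

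Median centring, which sets the library medians equal, and upper-quartile scaling, which sets the upper quartiles equal, reversed genes in the IPs over total RNA. With UPF1-1, median centring gave -2.49 for MALAT1, -2.48 for SDF2L1, -1.69 for HSPA5, -1.86 for MAGOH, -1.49 for PDIA4, -2.21 for HSPE1 and -2.25 for NEAT1. With UPF1-2 it gave -2.18 for SDF2L1, -1.68 for HSPA5, -1.72 for MAGOH, -1.62 for PDIA4, -1.83 for HSPE1 and -2.24 for HIST1H4C. The block with median centring, by culture or by number alone, gave the same values. Upper-quartile scaling gave, in the same orders, -2.36, -2.41, -1.35, -1.90, -1.47, -2.30 and -1.46, and -2.18, -1.28, -1.86, -1.59, -2.02 and -2.47. The block with median centring without replicate 1 gave -2.45, -2.59, -1.77, -1.92, -1.49, -2.18 and -2.29, and -2.12, -1.71, -1.69, -1.64, -1.84 and -2.21. Without replicate 2 it gave -2.45, -2.57, -1.70, -1.78, -1.54, -2.17 and -2.30, and -2.20, -1.67, -1.79, -1.60, -1.82 and -2.23. Without replicate 3 it gave -2.57, -2.28, -1.61, -1.88, -1.43 and -2.28, with NEAT1 left out of the UPF1-1 series, and -2.24, -1.68, -1.71, -1.63, -1.85 and -2.31.

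Genes also reversed when 1 library was left out of the unblocked fit, most of them near 0. PTBP1 in the difference in recovery was not near 0, at -0.55 ± 1.05 (SE). The ranges with UPF1-1 were -0.28 to 0.28 for MALAT1, -0.30 to 0.53 for SDF2L1 and -0.12 to 0.062 for HIST1H4C. With UPF1-2 they were -0.084 to 0.075 for NDUFB1, -0.14 to 0.84 for SDF2L1 and -0.29 to 0.12 for NEAT1. XBP1 in UPF1-2 against GFP ranged from -0.083 without UPF1-2 replicate 3 to 0.48. In the difference in recovery UPF1 ranged from -0.72 to 0.14 and PTBP1 from -1.22 to 0.051, each highest without UPF1-2 IP replicate 3. Between the IPs UPF1 ranged from -0.24 to 0.51, and in the blocked and centred fit it was -0.086 without replicate 1 and -0.039 without replicate 2.

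The tests of 3' UTR length were not run for lack of an annotation, and the count tools were not run for lack of counts. The transcript tests equal the gene tests, with 1 transcript per gene, and may not describe a gene's other transcripts. A fit of the compared groups alone is the full fit for the difference in recovery. Depth is unknown from TPM, so a gene that was not called may have changed: in simulated data the unblocked fit recovered a median of 8.21% of the 2-fold changes for UPF1-1 against GFP, where the real data gave 2 genes unblocked and 301 with a replicate block.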

Other observations

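The tests of the TMEM genes and the aminoacyl-tRNA synthetases followed from genes seen in the results, and their lists were written before those lists were tested.

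In the blocked and centred fit, NMD targets outside the stress and ER lists had a median of 0.23 in UPF1-1 against GFP total RNA, with 9 of 19 higher and a camera p of 3.9e-06, or 0.0254 with an estimated correlation. Members of the stress and ER lists are therefore not the whole of its rise in this fit. Stress-induced genes outside those lists were not removed, so a stress response as the whole source was not tested. These p-values are unadjusted. The full list of NMD targets did not pass with an estimated correlation in the unblocked or the blocked fit. Genes with a TMEM symbol were recovered more with UPF1-1, with a median of 0.11, 18 of 144 higher, 0 lower and a camera p of 6.6e-05. This was lost with an estimated correlation, at a p of 0.248. Cytosolic aminoacyl-tRNA synthetase genes were recovered less with UPF1-1, with 13 of 20 lower, a median of -0.50 and a camera p of 1.8e-11, or 0.0095 with an estimated correlation. The list was prompted by VARS and includes it. The gene counts of the TMEM and synthetase lists rest on the blocked and centred fit. For the difference in recovery the unblocked, the blocked and the median-centred fit called 0 genes of any kind. The blocked and centred fit also called 0 without replicate 1 or without replicate 2.

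A q under 0.05 was given in the authors' deposited table for 45 transcripts in UPF1-1 against GFP, 4 for UPF1-2 against GFP and 17 between the isoforms. In the authors' deposited table TRIB3 had b of 1.13, 0.51 and -0.62 in these comparisons on the natural log scale, the last as isoform 2 less isoform 1. The q of TRIB3 was 4.8e-14, 0.0995 and 0.00337, so UPF1-2 against GFP did not pass there. UPF1 between the isoforms had b of -0.22 with a q of 1.00.

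Relative to library medians, lncRNA genes had median log2 ratios of IP to total RNA of -0.80 and -0.96, over 505 genes, and protein-coding genes -0.10 and -0.08, over 10456 genes.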
